A study of Mus musculus with 4 samples. Its data were reported in "Single-cell and isoform-specific translational profiling of the mouse brain" (2026).

How the data were processed

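The samples were cultures of primary cortical neurons from wild-type mice. Enhanced crosslinking and immunoprecipitation (eCLIP) crosslinks RNA to protein in the cell, trims the RNA with RNase I, pulls the complexes down with an antibody, and sequences the RNA that comes along. Here the antibody was against RPS2, a protein of the small ribosomal subunit. There were 2 IP libraries and 2 total RNA libraries, the latter made from the lysate set aside ahead of the pulldown. GEO's labels give ribosomal RNA depletion as the treatment of the IP libraries and no treatment for total RNA, while the study's methods describe depletion after library preparation without saying which libraries it covered. If the labels hold, any effect of that step follows the groups and cannot be separated from the IP here.

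The deposited files hold raw read counts per gene, whole numbers with no normalisation, and each file also lists the exonic length of every gene in bases. Per the file headers, the authors counted reads with featureCounts version 1.5.3 in stranded mode against the mm10 gene annotation of a single-cell reference package, without the options that count a read at several loci or in several genes. Adapters were trimmed with cutadapt and single-end reads were aligned end to end to mm10 with STAR, which kept reads with up to 10 loci. A read that aligned to several loci or lay in several genes was therefore not counted, which lowers genes with near-identical copies, such as ribosomal protein genes with processed pseudogenes. Their values are uncertain for that reason. No removal of PCR duplicates was named, so intervals and detection limits given for shares cover counting error only.

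The tables list 31053 genes, and 30934 of their identifiers carried a symbol in GENCODE M21, which is on the same genome build. The other 119 kept their identifier. The count annotation held 13 mitochondrially encoded mRNAs and 0 ribosomal RNA or small non-coding RNA genes, so the alternative without such genes removed the mitochondrially encoded mRNAs alone. A small RNA was taken to lie in a gene's counted exons when at least 50% of its annotated bases fell in them on the same strand. GC content was computed over the annotated transcripts of each gene and was known for 12328 of the 12336 genes tested.

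Library totals ran from 4899718 to 16460545 counts. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, libraries were scaled by TMM, and IP was compared with total RNA by the quasi-likelihood test (glmQLFit, glmQLFTest), two-sided, with Benjamini-Hochberg adjustment over the 12336 genes kept and a threshold of 0.05. Fold changes are IP over total RNA. Ratios within one pair of libraries are differences of log2 CPM (counts scaled by effective library size) with a prior count of 2. Gene sets were tested with camera from limma 3.58.1 at a preset correlation between genes of 0.01, and with fry, adjusted over 5 sets. Fry rests on the residual degrees of freedom of the fit, 1 or 2 here. It therefore had little power, and a high p from it is not evidence against a set. Medians of the presynaptic and postsynaptic lists were compared by permutation over genes with 100000 resamples, two-sided. Correlations across genes are given without p-values, since genes are not independent replicates. DESeq2 1.42.0 and limma-voom served as alternatives, and shared sequence was sought with blastn 2.17.0.

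The comparisons, the gene lists and most alternatives were fixed before the data were examined. Lists of 5'TOP mRNAs, presynaptic genes and postsynaptic genes were those of the study. The 27 candidate genes include some that the study followed in other assays, such as Snap25, Shank3 and Grip1. The list of lncRNAs was written from general knowledge. The rule for naming genes covered the candidate genes, the members of the mitochondrially encoded and lncRNA sets, and the 5 highest and 5 lowest genes called with a mean of at least 10 CPM and both IP libraries on one side of both total RNA libraries. In the fit without the block 0 genes passed the last part of that rule. Every other gene named was chosen after its values were seen. Values of some single genes are not reported here.

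The fit fixed in advance treated the 2 libraries of each group as unpaired replicates. The study's methods state that total RNA came from the same samples as the IP, so the replicate number was read as the culture both libraries were made from. Across the genes tested, deviations from the group means had a Pearson correlation of 0.733 between same-numbered libraries. A second fit therefore had the replicate number as a block, and its values are given wherever they change a call. It leaves 1 residual degree of freedom per gene, and edgeR estimated its prior degrees of freedom as infinite. Every gene thus shared the fitted trend of dispersion, and adjusted p-values and standard errors (SE) from it lean on that assumption. The SE was the absolute log2 fold change over the square root of the F statistic. It therefore does not measure a gene's own spread between the pairs.

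Both fits were tested on simulated data. Counts for the 12336 genes were drawn from the means of these libraries with the replicate difference kept, and 200 genes were changed by a known fold. The changed genes were picked among the better counted genes only, so recovery holds for such genes. The spread came from the blocked fit's own trend of dispersion. The shared trend thus held by construction, and the false calls cannot test that assumption. Without the block 0 of the 200 genes were recovered at a fold of 2 or of 4. With the block 91.5% were recovered at a fold of 2, with 7 false calls, and 99% at a fold of 4, with 3 false calls.

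Alternatives covered the scaling, the filter on low counts, thinning to the smallest library total, DESeq2, stricter thresholds, the replicate block and leaving out each library in turn. Others, chosen after seeing the data, combined the block with a second change, such as an offset for the trend of each pair's log2 ratio with GC content and exonic length, fitted as natural splines with 5 degrees of freedom. The edits per read of the study, against which it set the eCLIP ratio, were not analysed here.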

Results

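RNA bound by the ribosomal protein RPS2 was compared with total RNA in cultured mouse cortical neurons, with 2 IP libraries and 2 total RNA libraries. The study used the ratio of IP to total RNA counts per gene as an eCLIP-based measure of translational efficiency, against which RNA editing by a tagged RPS2 was benchmarked. The IP libraries held 16460545 and 9941486 counts for replicates 1 and 2, and the total RNA libraries held 5281196 and 4899718. Genes with at least 1 count numbered 16826 and 16091 in the IP libraries, against 15152 and 14738 in total RNA.

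A single gene annotated as a lincRNA, Gm42418 (ENSMUSG00000098178, mm10 chromosome 17, 39846958 to 39848788), took a large share of every library. It held 42.6% of the counts in IP replicate 1 (95% Wilson interval 42.6 to 42.7) and 27.9% in IP replicate 2 (27.9 to 27.9). In total RNA it held 39.8% (39.7 to 39.8) and 15.3% (15.3 to 15.3). The gene was singled out after its values were seen. No ribosomal RNA sequence was used here, so whether its reads stem from ribosomal RNA was not tested. Without it the totals were 9441657 and 7166798 in the IP and 3179914 and 4150651 in total RNA. The 13 mitochondrially encoded mRNAs together held 0.0953% (0.0939 to 0.0969) and 0.0634% (0.0619 to 0.0650) of the IP counts, against 0.181% (0.178 to 0.185) and 0.153% (0.149 to 0.156) of the total RNA counts. Both IP libraries lay below both total RNA libraries in this share. Not all 13 contributed, since mt-Co2, mt-Co3 and mt-Atp6 had at most 12 counts in any library and mt-Atp8 had 0. Reads at several loci were not counted, so few counts need not mean a low level.

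**Figure D1:**
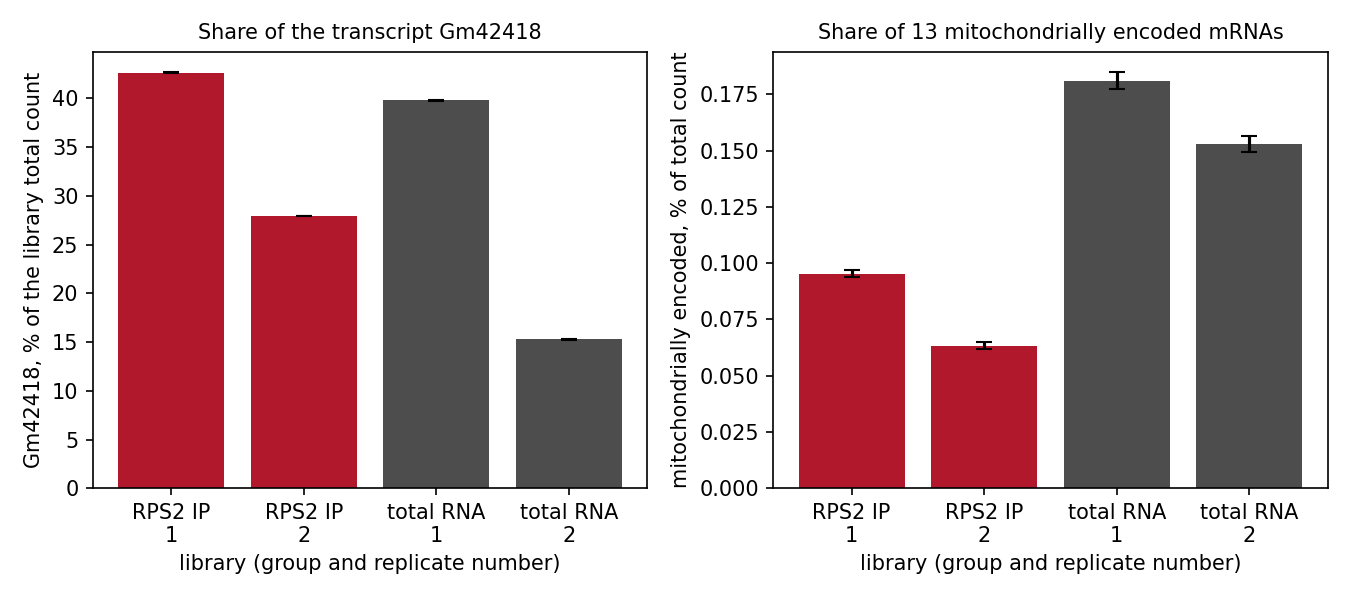
Share of the total count of each of the 4 libraries held by Gm42418 (left) and by the 13 mitochondrially encoded mRNAs (right), in percent, with 95% Wilson intervals as error bars and IP libraries in red. The Gm42418 share separates replicate 1 (42.6% and 39.8%) from replicate 2 (27.9% and 15.3%), and the mitochondrial share separates IP from total RNA.

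Libraries grouped by replicate number more closely than by IP or total RNA. Across the 12336 genes tested, the Pearson correlation of log2 CPM, counts scaled by effective library size, was 0.975 between IP and total RNA of replicate 1 and 0.974 between those of replicate 2. It was 0.946 between the IP libraries and 0.935 between the total RNA libraries. Counts of the replicates differed by far more than counting error, with a chi-square per degree of freedom of 94.3 for the IP libraries and 91.6 for total RNA. Thus no library repeated another. These were raw counts with Gm42418 included, whose unequal share adds to both values, so they do not measure the spread across all genes. The SD across genes of the log2 ratio between libraries was 0.47 and 0.50 for IP over total RNA within the pairs, 0.69 between the IP libraries and 0.78 between the total RNA libraries. IP and total RNA of one replicate thus differed with a smaller spread than the replicates did.

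To ask which mRNAs were recovered by the IP beyond their level in total RNA, each gene was tested between the groups. With the libraries of each group as unpaired replicates, the edgeR quasi-likelihood test called 0 genes higher and 0 genes lower in the IP at an adjusted p under 0.05. At an unadjusted p under 0.05 it gave 349 genes, against 617 that chance gives among the genes tested. The biological coefficient of variation was 29.7%. Both IP libraries lay on one side of both total RNA libraries for 31.8% of genes. Chance gives 33.3% only if all libraries are exchangeable. Same-numbered libraries deviated together, so the 31.8% cannot be judged against that value. Among the alternatives fixed in advance, the replicate block moved these counts most. The block compares IP with total RNA within each pair. With the block the coefficient of variation fell to 7.93%, and 818 genes were called higher and 931 lower, out of 3214 with an unadjusted p under 0.05. The changes were small, with a median absolute log2 fold change of 0.48 among the calls. Only 60 of the higher and 56 of the lower calls passed a fold of 2. With libraries scaled by their totals alone, the blocked fit called 283 genes higher and 878 lower, so higher genes made up 24.4% of calls in place of 46.8%. DESeq2 with the block called 158 higher and 382 lower, and 538 genes were called by both tools with the block, all 538 in the same direction. An offset for GC content and length gave 581 higher and 317 lower, and 720 genes were called both with and without it.

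The ratio of IP to total RNA was then compared between the pairs, which share no library. Across 12336 genes the log2 ratio of pair 1 had a Spearman correlation of 0.396 and a Pearson correlation of 0.369 with that of pair 2. The log2 ratio had the same sign in both pairs for 66.5% of genes. When the total RNA libraries were exchanged between the pairs, the Spearman correlation was -0.397 and the Pearson correlation was -0.492. The correlation rose with depth, and among the 5003 genes with at least 100 counts in every library it was 0.666, with the same sign in 75.0% of genes. Without a filter on low counts it was 0.242 across 18124 genes.

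**Figure D2:**
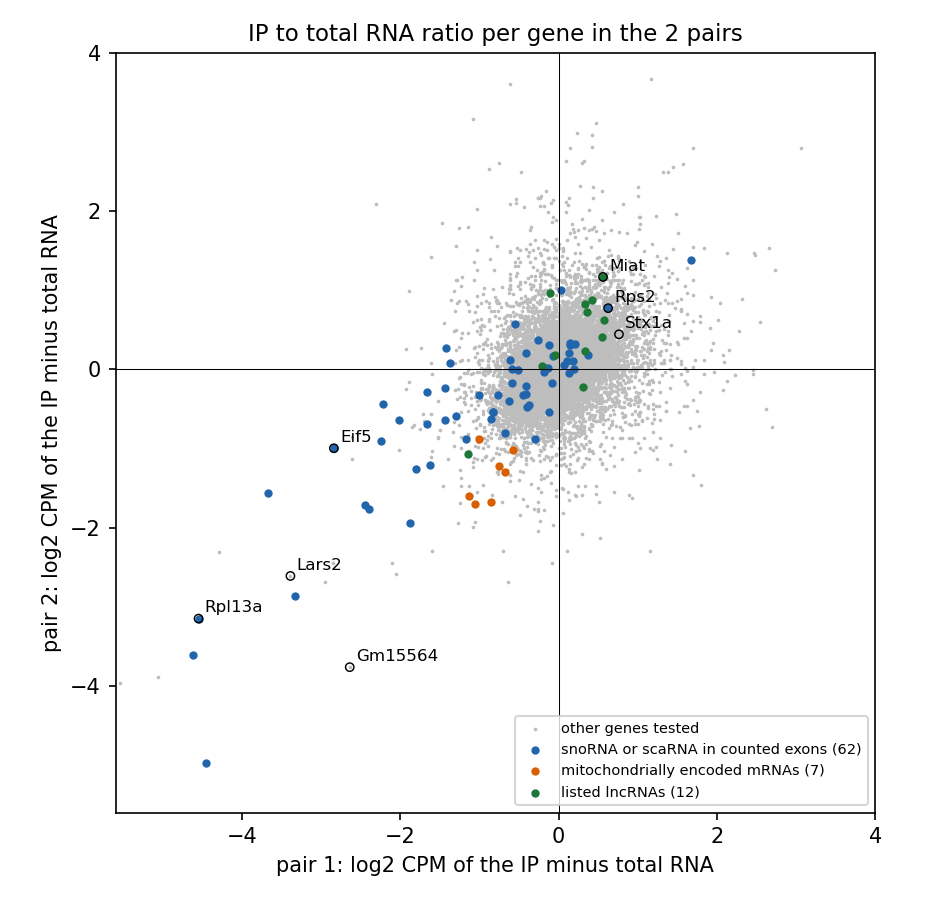
Log2 ratio of IP to total RNA CPM for each of 12336 genes in pair 1 (horizontal) and pair 2 (vertical), with genes that hold a snoRNA or scaRNA in their counted exons in blue, mitochondrially encoded mRNAs in orange and listed lncRNAs in green. The Spearman correlation between the pairs was 0.396, all 7 mitochondrially encoded mRNAs tested lie below 0 in both pairs, and Rps2 lies above 0 in both.

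Many of the genes lowest in the IP held small RNAs in their exons. Small nucleolar RNAs (snoRNAs) and small Cajal body RNAs (scaRNAs) are short non-coding RNAs mostly cut out of introns of host genes, and some annotated host transcripts retain them in exons, where their reads count toward the host. Among the genes tested, 63 (0.511%) held one in their counted exons. Of the 56 genes called lower in the blocked fit by over 2-fold, 18 (32.1%) were such hosts, 3 were mitochondrially encoded and 35 were neither. Fisher's exact test across genes, which are not independent, gave an odds ratio of 128 and p = 7.1e-29. The 63 hosts had a median log2 fold change of -0.41 with the block, -0.59 in pair 1 and -0.29 in pair 2, and 34 of them were called lower and 2 higher. The 184 genes with such a small RNA only in their introns had a median of 0.036, with 13 called lower and 6 higher. Rpl13a (ENSMUSG00000074129, chromosome 7, 45125558 to 45128761), which holds Snord33, measured 11.1 ± 1.93 CPM in the IP (SD, n = 2) and 192 ± 148 in total RNA. Its log2 fold change with the block was -3.99 ± 0.13 (SE), with an edgeR adjusted p of 2.0e-191. The log2 ratio was -4.55 in pair 1 and -3.15 in pair 2, a spread that the SE does not show. Leaving out 1 library, without the block, gave from -4.73 to -2.97. It was chosen after its values were seen.

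The 5'TOP mRNAs, which encode ribosomal proteins and translation factors and start with a pyrimidine tract, were compared as a set. The study listed 97, of which 92 were tested. Their median log2 fold change was 0.035 without the block, with an adjusted p of 0.635 by camera and 0.960 by fry. With the block the median was 0.038, 0.088 in pair 1 and -0.021 in pair 2, with 50 members higher and 42 lower. Camera, which weighs the mean of the set (-0.067), then gave an adjusted p of 0.0259 for a lower set, against the sign of the median, and fry gave 0.336. The members split by their exons. The 23 with a snoRNA or scaRNA in counted exons had a median of -0.39 with the block, and 12 were called lower and 1 higher. The other 69 had a median of 0.073 and a mean of 0.099, and for these camera turned to a higher set with an adjusted p of 0.0837, so the camera call of the full set rested on the 23 hosts. The direction of the set was not stable, since the median was -0.026 without IP replicate 1, and -0.099 with the block and the offset for GC content and length.

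The 13 mitochondrially encoded mRNAs are read by mitochondrial ribosomes, which lack RPS2, and served as a background control for the IP. Of these, 7 passed the count filter, and the rest, mt-Co2 and mt-Co3 among them, had at most 12 counts in any library. All 7 tested were lower in the IP in both pairs. Their median log2 fold change was -0.97 without the block, with an adjusted p of 1.7e-10 by camera and 0.587 by fry. With the block the median was -0.99, which is 1.99-fold lower, -0.86 in pair 1 and -1.29 in pair 2. The adjusted p was then 2.8e-29 by camera and 0.336 by fry, so the call rests on camera and its preset correlation. With 1 residual degree of freedom fry had little power, and its unadjusted p was 0.111 even for this set. In edgeR's blocked fit 6 of the 7 were called lower, from mt-Cytb at -0.79 ± 0.11 (SE) to mt-Nd1 at -1.36 ± 0.12, and mt-Nd6 at -0.99 ± 0.38 was not. Leaving out 1 library, without the block, changed the size of the median. It was -1.83 without IP replicate 1 and -0.50 without IP replicate 2. These fits set a lone library against the mean of both cultures, so that range includes the replicate difference. For mt-Co1 (MT, 5328 to 6872), the most counted of them, levels were 459 ± 197 CPM in the IP and 898 ± 435 CPM in total RNA (SD, n = 2).

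The listed lncRNAs, taken as largely nuclear and untranslated, were a second background control. Of 20 listed, 16 were in the count tables and 12 were tested, of which Snhg11 is annotated as protein-coding and holds a snoRNA in its counted exons. Their median log2 fold change was 0.40 without the block, with an adjusted p of 0.179 by camera and 0.960 by fry. With the block it was 0.40, 0.33 in pair 1 and 0.52 in pair 2, with an adjusted p of 0.00915 by camera and 0.336 by fry. Without Snhg11 the median with the block was 0.49. With the block 10 of the 12 were higher and 2 lower in the IP, and 3 were called higher in edgeR and 0 lower. Malat1 (chromosome 19, 5795690 to 5802672) measured 794 ± 178 CPM in the IP and 553 ± 252 in total RNA (SD, n = 2), a log2 fold change with the block of 0.58 ± 0.10 (SE) and an adjusted p of 7.7e-07. Miat was at 0.80 ± 0.13 with an adjusted p of 5.8e-08, and Kcnq1ot1 at 0.49 ± 0.18 with an adjusted p of 0.0434. Leaving out 1 library took Malat1 from 0.10 to 1.06 and Miat from -0.17 to 1.90. Ftx was the lowest at -1.23 ± 0.49, with an adjusted p of 0.0764. Single libraries decided the direction when pairs were broken up, and the median was -0.24 without IP replicate 1 and -0.36 without total RNA replicate 2. Across the 109 annotated lincRNAs tested, the median with the block was 0.26, with 8 called higher and 11 lower, against 0.0091 across 12145 nuclear protein-coding genes.

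**Figure D3:**
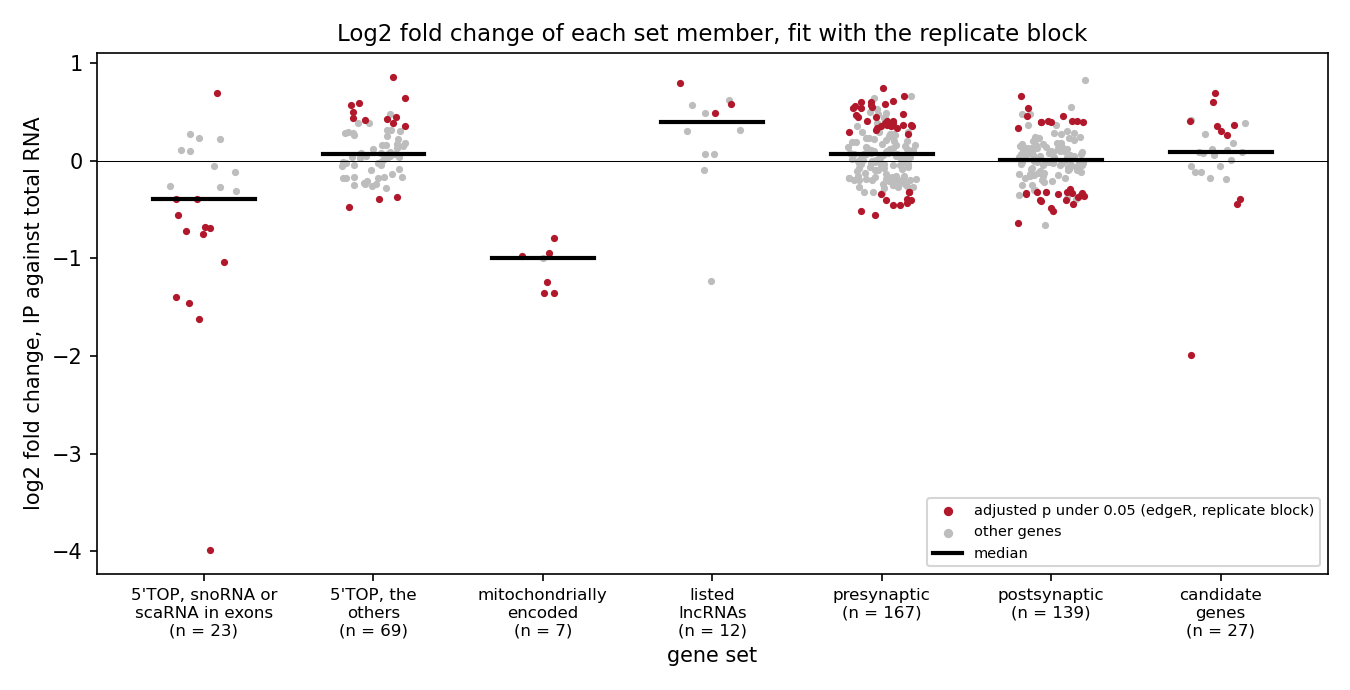
Log2 fold change of IP over total RNA in the edgeR fit with the replicate block (vertical) for the members of each gene set (horizontal), 1 point per gene, with genes at an adjusted p under 0.05 in red and the median as a black bar. Median values were -0.39 for 5'TOP mRNAs with a snoRNA or scaRNA in exons, 0.073 for the other 5'TOP mRNAs, -0.99 for mitochondrially encoded mRNAs and 0.40 for the listed lncRNAs.

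The study set presynaptic against postsynaptic genes in its editing data, and the same lists were compared in the eCLIP ratio. The 167 presynaptic genes tested had a median log2 fold change of 0.071 and the 139 postsynaptic genes 0.022 without the block. The difference of the medians was 0.049, with a two-sided permutation p across genes of 0.150. With the block it was 0.066 with a permutation p of 0.0905, and the difference was 0.029 in pair 1 and 0.049 in pair 2. It was -0.046 without total RNA replicate 1 and 0.20 without IP replicate 1. Taken alone with the block, the presynaptic set had an adjusted p of 0.0259 by camera and 0.336 by fry, and the postsynaptic set 0.874 by camera. For the presynaptic set camera gave 0.00128 after the offset for GC content and length, and 0.0200 without genes that hold a snoRNA or scaRNA in counted exons. The presynaptic median with the block was -0.012 when libraries were scaled by their totals alone, which moved the median of all genes from 0.011 to -0.073, so that the set lay 0.060 above that median before and 0.061 above it after. The lists were not shown to differ.

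All 27 candidate genes were tested. Without the block 0 were called by edgeR, either adjusted over all genes or adjusted over the list alone, and 3 had an unadjusted p under 0.05 (Rps2, Eif5 and Stx1a). With the block 7 were called higher and 3 lower over all genes, and 9 higher and 3 lower adjusted over the list alone. Rps2 itself (ENSMUSG00000044533, chromosome 17, 24718116 to 24721929) measured 614 ± 9.06 CPM in the IP and 379 ± 33.5 in total RNA (SD, n = 2). Its log2 fold change with the block was 0.70 ± 0.10 (SE) with an adjusted p of 4.8e-10, and the ratio was 0.62 in pair 1 and 0.78 in pair 2. Rps2 holds Snora64 in a counted exon, so reads of that small RNA would count toward it. Stx1a (chromosome 5, 135023482 to 135051100) was at 0.60 ± 0.10 with an adjusted p of 8.2e-07, from 168 ± 25.4 CPM in the IP and 110 ± 0.408 in total RNA. The other genes called higher over all genes were Rab3a (0.41), Snap25 (0.37), Napb (0.35), Syp (0.31) and Vamp2 (0.27). After the offset for GC content and length Snap25 was at 0.22 with an adjusted p of 0.172 and Napb at 0.24 with an adjusted p of 0.148, so neither kept its call. Without total RNA replicate 1 Snap25 was at 0.023, Napb at 0.097 and Rab3a at 0.20. Adjusted over the list alone, Eif4e (0.41) and Rpl22 (0.39) joined them. Eif5 (chromosome 12, 111538016 to 111546752), which holds Snora28 in a counted exon, was the lowest at -1.99 ± 0.11, with 43.6 ± 2.45 CPM in the IP and 205 ± 172 in total RNA. Its ratio was -2.84 in pair 1 and just above -1 in pair 2, and without total RNA replicate 1 it was -0.94. Shank3 was at -0.45 with an adjusted p of 1.9e-04, but at 0.014 with the offset for GC content and length, so its call depended on that correction. Grip1 was at -0.39 with an adjusted p of 0.0240, and at -0.28 with an adjusted p of 0.181 after the offset, and at -0.068 without total RNA replicate 2. Of the 10 genes called with the block over all genes, Rps2 and Stx1a were called in all 10 blocked fits run for each gene, Eif5 in 9 of them, with an adjusted p of 0.112 in DESeq2, Rab3a and Shank3 in 9, Snap25 and Syp in 8, Napb and Grip1 in 6, and Vamp2 in 5. The remaining 15 candidates, Camk2a (0.094), Bdnf (0.12), Fos (-0.048) and Egr1 (0.011) among them, were called in neither count.

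The log2 fold change fell with the exonic length of the gene. The Spearman correlation across genes was -0.168 without the block, -0.148 in pair 1 and -0.144 in pair 2, and -0.080 without total RNA replicate 1. Genes called higher with the block had a median exonic length of 3770 bases and those called lower 6172. Their median GC content was 48.4% and 56.3%. The correlation with GC content was -0.315 with the block, -0.305 in pair 1 and -0.236 in pair 2, and once the GC trend was removed the correlation with length was -0.301.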

Values the study reported

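The study divided genes into 100 quantiles of edits per read and set the mean of each quantile against its mean eCLIP ratio of IP to total RNA.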

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

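Without the replicate block, the counts of higher and lower genes stayed at 0 under library size only, median-ratio size factors, at least 10 counts in every library, removal of the mitochondrially encoded mRNAs, thinning and the stricter threshold. Lower genes numbered 5 in DESeq2 and 14 with no low-count filter. The 5 were B930036N10Rik, Rpl13a, Gm29362, Tbx1 and Gm49719, named after their values were seen, and 3 of them hold a small RNA in counted exons, as do 10 of the 14. All 14 were also tested under the filter, and why the filter changed their calls was not tested. In simulated data that kept the replicate difference the unpaired fit recovered 0 of 200 changed genes, so a count of 0 from it says little about change.

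The replicate block gave 818 genes higher and 931 lower, and 12 candidate genes adjusted over the list alone in place of 0. Combined with a second change, chosen after seeing the data, the block gave 158 higher and 382 lower with DESeq2, which left 7653 genes without an adjusted p, 283 and 878 with library size only, 878 and 926 with at least 10 counts, and 769 and 699 with no filter. It gave 416 and 646 after thinning, which shows what depth limits, 581 and 317 with the GC and length offset, 685 and 927 with limma-voom, and 34 and 41 at an adjusted p under 0.01 and a fold over 2. With no filter and no block 1 candidate, Eif5, passed over the list alone.

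The 5'TOP median kept its sign under 4 of the 5 unblocked alternatives for scaling and filters and was -0.061 with library size only. Without the block that scaling did not move genes alike. Snap25 went down from 0.35 to 0.22, while Eif5 went up from -2.23 to -2.17. With the block the set lay 0.027 above the median of all genes under TMM and 0.029 under library size only. The 5'TOP median was 0.038 with the block, where camera passed its threshold for a lower set, and -0.099 with the block and the GC and length offset. There camera gave an adjusted p of 6.0e-10 for a lower set, against 0.0259 to 0.904 in the other alternatives. Fits that each left out 1 library gave from -0.026 to 0.081. The mitochondrially encoded set kept its direction and its camera call under every alternative with a test, and leaving out 1 library gave from -1.83 to -0.50. The lncRNA median stayed between 0.31 and 0.40 in the alternatives with a test, except with the block and without Snhg11, a snoRNA host, where it was 0.49. It passed the camera threshold there, with the block (0.40) and with the block and offset (0.38). Leaving out 1 library gave from -0.36 to 0.72, because this sets a lone library against the mean of both cultures. The difference of presynaptic and postsynaptic medians was past the threshold in no alternative, and went from -0.046 to 0.20 when 1 library was left out.

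The Spearman correlation between the ratios of the pairs was 0.242 with no filter, 0.452 at 10 and 0.666 at 100 counts in every library, and -0.397 with crossed numbers, since crossing puts the replicate difference into the ratios with opposite signs. The correlation with exonic length was -0.176 with no filter, -0.161 at 10 and -0.186 at 100 counts, -0.301 with the block and a GC offset, and from -0.170 to -0.080 when 1 library was left out. The spread against which it was judged, an SD of 0.00305 between the pairs, is narrow.

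Among single genes, Shank3 went to 0.014 with the block and the GC and length offset, and Miat went from -0.17 to 1.90 when 1 library was left out. For the 11 genes followed this way, 20 of 88 values from fits with a test passed the threshold where the fit fixed in advance had not, whether or not the fold change grew, 67 stayed on the same side, and 1 changed sign. Of 44 values with a library left out, 21 moved by more than the SD between the pairs, 22 by less and 1 changed sign. No count of calls was taken with a library left out, since a group left with 1 library has no spread of its own. The presynaptic set passed camera's threshold with the block, with the block and the offset (0.00128) and with the block and no snoRNA or scaRNA hosts (0.0200), and not without the block. Its camera test was not tabulated under the other unblocked alternatives. The block left the calls of the mitochondrially encoded set and of the presynaptic to postsynaptic difference as they were.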

Other observations

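The tests on astrocyte markers, on depth, on the rank of Rps2 among 5'TOP mRNAs, on exchanged labels and on the sequence shared by Lars2 and Gm15564 were chosen only after the result was seen. No biological explanation was tested beyond those named.

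Many of the strongest decreases in the IP lay in genes with a snoRNA or scaRNA in their counted exons. Such hosts had a median log2 fold change 0.45 below hosts with the small RNA in introns only (difference -0.45, 95% resampling interval -0.73 to -0.30, block fit). Hosts with the small RNA in introns only lay 0.038 above genes of matched expression, at the 89.1 percentile of 10000 matched lists, which argues against a lower recovery of the host mRNAs themselves. After the GC and length offset the exon hosts were still at -0.54, which argues against those properties as the whole cause. Reads from the small RNAs, present in total RNA and less so among fragments bound by RPS2, may therefore produce these low ratios. The ratio of such genes, several ribosomal protein genes and Eif5 included, would then not measure the translation of their mRNA. Differences in ribosomal RNA depletion between the groups stay open, since by the labels they follow the groups. Of the 56 genes lower by over 2-fold, 35 hold no snoRNA or scaRNA in counted exons and are not mitochondrially encoded. Of these B930036N10Rik (-4.63), named after its values were seen, holds a small nuclear RNA there, and the other 34 hold no annotated small RNA that could explain them this way.

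Lars2 and Gm15564, on chromosomes 9 and 16, were among the lowest genes without a small RNA in their exons. Lars2 was at -3.02 ± 0.12 and Gm15564 at -3.12 ± 0.11 (SE, block fit). The log2 ratios of pairs 1 and 2 were -3.39 and -2.61 for Lars2, and -2.64 and -3.76 for Gm15564. Lars2 had 27734 and 4165 counts in total RNA replicates 1 and 2, against 8145 and 1247 in the IP. Annotated transcripts of the genes share a stretch of 72 bases at 98.6% identity. A read that aligned to both loci was not counted, so whether reads of one repeated RNA reached both genes stays open. No ribosomal RNA reference was used here, and a ribosomal origin of the stretch, which depletion limited to the IP would remove, cannot be told apart from weak recovery of these RNAs. Gm42418, with the largest share of counts, did not follow them. Its log2 fold change with the block was 0.57, with an edgeR adjusted p of 0.0848. Its neighbour Gm26917 was lower in both pairs, at -0.41 with an adjusted p of 0.00715, though at 0.045 after the GC and length offset.

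Mitochondrially encoded mRNAs and lncRNAs, both meant as background, moved in opposite directions. The mitochondrial set had a median of -1.36 after the GC and length offset and -0.97 after thinning to the smallest library total, so neither GC content and length nor the depth of the IP libraries accounts for its decrease. The listed lncRNAs stayed at 0.38 after the offset (95% resampling interval 0.14 to 0.50), which argues against GC content and length as the whole cause there too. The 109 lincRNAs tested had a median of 0.26 against 0.0091 for nuclear protein-coding genes, so these libraries show no enrichment of mRNA over the lncRNAs meant as background. Association of some of these lncRNAs with ribosomes, and a compartment effect of lysis on mitochondria, were not tested and stay open.

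Rps2 mRNA was higher in the IP for its own protein. It stayed at 0.68 after the GC and length offset, with an adjusted p of 2.5e-09, and it lay above 98.5% of the 66 5'TOP mRNAs without a small RNA in their exons, whose median was 0.059. A general rise of 5'TOP mRNAs is thus not enough. Capture of the mRNA through nascent RPS2 recognised by the antibody may contribute, as may binding of RPS2 to its own mRNA, and neither was tested. Among protein-coding genes Rps2 was at the 95.8 percentile, so many other mRNAs rose as far.

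Replicates 1 and 2 differed in the same way in IP and total RNA. The log2 difference of replicate 1 minus 2 had a Spearman correlation across genes of 0.675 between IP and total RNA, and 4559 genes were called between the replicates by edgeR with the group as a block. After thinning every library to the smallest total the correlation was 0.590 and 3239 of 11771 genes were still called, so unequal library totals do not account for it. Those totals include Gm42418, whose share was larger in replicate 1 in both groups. The depth left for other genes thus stayed unequal between replicates, and its effect was not tested. Genes such as Apoe and Gfap first showed the difference and were left out of the marker lists, in which 13 astrocyte, 5 oligodendrocyte, 6 microglia, 6 excitatory neuron, 6 interneuron and 8 activity-induced genes were tested, all counted above the filter in these cultures. Slc1a2 and Slc32a1 are also on the presynaptic list. Astrocyte markers had a median log2 difference of 1.31 (95% resampling interval 1.10 to 1.5), higher in replicate 1 in both groups for 12 of 13, with abundant members such as Slc1a2 (1231 and 745 CPM in total RNA replicates 1 and 2), Cst3 (1015 and 333) and Clu (742 and 345). Microglia markers were at 3.63 (1.69 to 4.85), with C1qa (34.3 and 1.97) and C1qb (29.8 and 0.986) among them. Oligodendrocyte markers were at 0.58 (-0.32 to 1.80), excitatory neuron markers at 0.41 (-0.054 to 0.67) and interneuron markers at 0.39 (-0.099 to 1.05). The medians of the glial lists lay 3.05 apart, where a lower share of neurons alone would raise them alike. Activity-induced genes were lower in replicate 1, at -0.73 (-0.97 to -0.18), in both groups for 7 of 8. A larger share of astrocytes and microglia in culture 1 and more activity in culture 2 may therefore underlie the pairing of the libraries, and batch differences other than cells stay open.

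With the block there are 2 ways to assign IP and total RNA within the pairs, and 1 of the 2, the real one, gave as many as 1749 calls. Exchanging the labels in pair 2 gave 0 calls, with 60 genes at an unadjusted p under 0.05. With 2 assignments the share cannot fall below 50%, so this does not exclude chance.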
